# Macrophage polarization-associated lnc-Ma301 interacts with caprin-1 to inhibit hepatocellular carcinoma metastasis through the Akt/Erk1 pathway

**DOI:** 10.1186/s12935-021-02133-1

**Published:** 2021-08-10

**Authors:** Hong-Lin Luo, Tao Luo, Jun-Jie Liu, Fei-Xiang Wu, Tao Bai, Chao Ou, Jie Chen, Le-Qun Li, Jian-Hong Zhong

**Keywords:** Hepatocellular carcinoma, Long non-coding RNAs, Cancer migration, Epithelial–mesenchymal transition, Metastasis

## Abstract

**Background:**

Epithelial–mesenchymal transition (EMT) promotes migration, invasion, and metastasis of hepatocellular carcinoma (HCC) cells. The molecular mechanisms behind EMT and metastasis in HCC remain unclear.

**Methods:**

Microarray analysis was used to identify lncRNAs expression during polarization of U937 macrophages from M2 to M1 phenotype. The expression of the identified lncRNA was compared between clinical samples of HCC tissues or adjacent normal tissues, as well as between HCC and normal liver cell lines. lnc-Ma301 was overexpressed or knocked-down in HCC cell lines, and the effects were assessed in vitro and in vivo. Interactions among lnc-Ma301 and its potential downstream targets caprin-1 were investigated in HCC cell lines. Effects of lnc-Ma301 over- and underexpression on the Akt/Erk1 signaling pathways were examined.

**Results:**

Microarray analyses identified lnc-Ma301 as one of the most overexpressed long non-coding RNAs during polarization of U937 macrophages from M2 to M1 phenotype. Lnc-Ma301 showed lower expression in HCC tissues than in adjacent normal tissues, and lower expression was associated with worse prognosis. Activation of lnc-Ma301 inhibited cell proliferation, migration and EMT in HCC cell cultures, and it inhibited lung metastasis of HCC tumors in mice. Mechanistic studies suggested that lnc-Ma301 interacts with caprin-1 to inhibit HCC metastasis and EMT through Akt/Erk1 pathway.

**Conclusions:**

Lnc-Ma301 may help regulate onset and metastasis of HCC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12935-021-02133-1.

## Introduction

The global incidence of hepatocellular carcinoma (HCC) is rising worldwide [1]. Due to the lack of significant symptoms and signs at an early stage of the disease, more than 50% of patients with HCC are first diagnosed at an advanced tumor stage [2]. Moreover, lung metastasis occurs in many HCC patients with advanced disease [3]. These two factors make long-term prognosis poor for HCC patients [4]. The concrete mechanisms of HCC pathogenesis are not fully understood [3]. Epithelial–mesenchymal transition (EMT) is known to promote HCC cell migration, invasion, and metastasis. EMT is also involved in the cascade of signaling events that induce HCC metastasis [5, 6]. However, the molecular details about how EMT is induced in HCC and how it may drive metastasis remain unclear.

Macrophages can exhibit an M1 phenotype (“classically activated”) or M2 phenotype (“alternatively activated”) [7]. M1 macrophages can inhibit tumor cell aggregation, while M2 macrophages can facilitate tumor angiogenesis [8]. Tumor-associated macrophages (TAMs) mainly present the M2 phenotype and have important roles in both tumor progression and therapeutic response (including HCC) [9–11]. Moreover, the function and polarization of epigenetic modification-mediated TAM linked to the pathogenesis of HCC [11].

Long non-coding RNAs (lncRNAs) regulate gene expression. Several lncRNAs have been found to contribute to tumorigenesis and progression of HCC by binding to proteins, RNA, and DNA or by encoding small peptides [12–14]. In particular, interactions between lncRNAs and RNA-binding proteins have been well studied [15, 16]. Some lncRNAs promote HCC tumor growth and metastasis by promoting polarization of macrophages to the M2 phenotype [17, 18]. Considering the essential roles of macrophages and lncRNAs in the tumorigenesis and progression of HCC, it is important to determine the expression of lncRNAs in macrophages during their polarization from the M2 to the M1 phenotype. Drugs targeted to such lncRNAs on both directions of the M1–M2 axis may prevent the tumorigenesis and progression of HCC.

In the present study, we used microarray analyses to analyze the expression of lncRNAs and mRNAs in the process of M2 to M1 macrophage polarization in human monocytic U937 cells [19]. We found that lnc-Ma301 was one the most highly expressed lncRNAs in M1 macrophages. Microarray analyses revealed that lnc-Ma301 regulates epidermal growth factor receptor substrate 15, which is related to HCC invasion and metastasis [20]. The expression of lnc-Ma301 in HCC tissues was lower than in adjacent normal tissue. Functional and mechanistic analyses found that lnc-Ma301 inhibited cell proliferation, migration, and EMT by targeting cytoplasmic activation/proliferation associated protein-1 (caprin-1) through the Akt/Erk1 pathway.

## Materials and methods

### Patient tissue samples

A consecutive series of 216 HCC patients (≥ 18 years) who underwent curative hepatectomy at the Guangxi Medical University Cancer Hospital (Nanning, China) between January 2014 and September 2014 were included in the study. Diagnoses of HCC was confirmed by postoperative histopathology. Patients who received neoadjuvant therapies were excluded. Fresh HCC tissues and corresponding adjacent normal tissues were obtained from our tumor tissue bank [12, 21]. All procedures were performed according to the Declaration of Helsinki (2013 version). The study was approved by the Ethics Committee of Guangxi Medical University Cancer Hospital. The requirement for written informed consent was waived because of the retrospective nature of the study.

### Cell cultures and M1/M2 phenotype identification

U937 cells (ATCC, CRL-1593.2, USA) were plated in 24-well plates at a density of 2 × 10^6^ cells per well and cultured with fresh RPMI-1640 medium (A1049101, Thermo Fisher Scientific, USA) supplemented with 5% fetal bovine serum (0024012DJ, Thermo Fisher Scientific, USA). To induce the M2 phenotype, the cells were stimulated with phorbol 12-myristate 13-acetate (PMA, 100 ng/mL, P1585, Sigma-Aldrich, USA) for 24 h, followed by the addition of interleukin (IL)-4 (20 ng/mL, PHC0044, Thermo Fisher Scientific, USA) and IL-13 (20 ng/mL, PHC0135, Thermo Fisher Scientific, USA) for 12 h. The switch from the M2 to the M1 phenotype was obtained by pretreatment with PMA (100 ng/mL) for 24 h, followed by incubation with lipopolysaccharide (LPS; 100 ng/mL, L2630, Sigma-Aldrich, USA) and interferon (IFN)-γ (20 ng/mL, GF305, Sigma-Aldrich, USA). Cellular phenotypes were identified by analyzing the expression of transforming growth factor (TGF)-β, arginase 1 (Arg-1), and tumor necrosis factor α (TNFα) by quantitative PCR (qPCR) analysis. Western blotting analysis was used to quantify the expression of Arg-1 and inducible nitric oxide synthase (iNOS) protein. An enzyme-linked immunosorbent assay (ELISA) was used to assay secreted IFN-γ, TGF-β, and IL-10. Duplicate samples of the identified M1 and M2 cells were stored at − 80 °C for subsequent analysis.

### Microarray analysis

Total RNA was isolated from M1 and M2 macrophages using TRIzol® reagent according to the manufacturer’s instructions. The mRNA was further purified using an mRNA-ONLY™ Eukaryotic mRNA Isolation kit (Epicentre, Madison, WI, USA) according to the manufacturer’s instructions. RNA quantity was examined using a NanoDrop® ND-1000 (Thermo Scientific, Scotts Valley, CA, USA), and RNA integrity was evaluated by standard denaturing agarose gel electrophoresis. Sample labeling and Agilent array hybridizations were conducted according to the manufacturer’s instructions for one-color microarray-based gene expression analysis (Agilent Technology, Santa Clara, CA, USA). Each sample was randomly primed using an Arraystar Flash RNA Labeling Kit (Arraystar, Rockville, MD, USA) and transcribed as fluorescently labeled complementary RNA (cRNA), which was then purified using a RNeasy® Mini Kit (Qiagen, Hilden, Germany). Each labeled cRNA sample (1 μg) was fragmented by adding 5 µL of blocking agent (Qiagen, Hilden, Germany) and 1 µL of fragmentation buffer, followed by heating at 60 °C for 30 min and then diluting the samples with 25 µL of GE hybridization buffer. Next, 50 mL of hybridization solution were added to the gasket slide and then lncRNA microarray slides were assembled. All slides were then incubated at 65 °C for 17 h in an Agilent hybridization oven. Finally, the hybridized arrays were washed, fixed, and scanned using the Agilent DNA Microarray Scanner (G2565BA; Agilent). lncRNA expression profiles were analyzed using the SBC Human (4 × 180 K) lncRNA Microarray version 3.0 (Arraystar LncRNA microarray, USA). The obtained lncRNA expression data were then analyzed using GeneSpring software (Agilent Technologies, USA). Fold change was used to identify lncRNAs and mRNAs differentially expressed between M1 and M2 cells. Multiple tests were used to calculate adjusted *P* values (*q* value).

### Cell lines, cell migration, invasion, and proliferation assays

SMMC-7721, QGY-7703, HepG2, HL-7702, and Huh-7 cell lines were used to detect the expression of lnc-Ma301. Cell migration and invasion assays using SMMC7721 cells were performed in 24-well chambers with 8-µm transwell inserts (Falcon). The cells were seeded in serum-free Dulbecco’s Modified Eagle medium (DMEM; GIBCO, USA) added to the top chamber. For invasion assays, the chambers were precoated with Matrigel (catalogue no.354230, BD) that had been diluted with DMEM at a 1:3 ratio, and then left to solidify for 30 min at 37 °C. SMMC7721 cells (2 × 10^4^) were suspended in 100 µL DMEM and 0.2% BSA, then added to the upper chamber. The cells were left to migrate for 4 h or invade for 24 h at 37 °C. Quantification was performed by counting the mean number of cells in five random fields per chamber using a light microscopy (TS100-F, Nikon, Japan). Cell proliferation assays were performed using the CCK8 method. After transfection, SMMC7721 cells (100 μL, 1 × 10^4^ cells) were seeded in 96-well plates and cultured for 48 h.

### ELISA

IL-12 and IL-10 levels in supernatants of M1 and M2 cultures were quantified using an ELISA kit (Invitrogen, UK) according to the manufacturer’s instructions. Briefly, plates were coated with capture anti-IL-10 (MA5-23796, Invitrogen, USA) and anti-IL-12 (PA5-18741, Invitrogen, USA) antibodies in 50 µL/well of carbonate buffer and incubated overnight at 4 °C. A standard curve was prepared using two-fold serial dilutions of the initial concentrations of IL-10 (10 ng/mL) or IL-12 (50 ng/mg) in 1% phosphate-buffered saline (PBS)-BSA in a total volume of 50 µL/well. The samples were then incubated at room temperature with biotinylated antibodies at final concentrations of 2 µg/mL for anti-IL-10 antibody or 1 µg/mL for anti-IL-12 antibody followed by addition of AMDEX streptavidin-peroxidase (Sigma, UK). The reaction was stopped by adding 20 µL of 1 mM H_2_SO_4_ once the standard wells showed an intense blue color, and the plates were read at 450 nm using a spectrophotometer (V-5000H, Shanghai Metash Instruments Co., Ltd).

### Western blot analysis

M1 and M2 macrophages were harvested, washed, re-suspended in 100 μL of lysis buffer [20 mmol/L HEPES (pH 7.4), 0.5% Nonidet P-40 (v/v), 1 mmol/L EDTA, 2 mmol/L dithiothreitol, 1 mmol/L PMSF, 100 mmol/L NaCl, 2 mmol/L Na_3_VO_4_], mixed with NuPAGE LDS buffer (Life Technologies, Carlsbad, CA, USA) and resolved by SDS-PAGE on a NuPAGE 4–12% gel (Life Technologies). The samples were then transferred onto a Trans-Blot nitrocellulose membrane (BioRad, Hercules, CA, USA) for western blotting. Membranes were washed and incubated for 1 h in 5% skimmed milk in TBS and then incubated with primary anti-Arg-1 (1:1000), anti-iNOS (1:500) or anti-β-actin (1:200; Abcam, UK) overnight at 4 °C. Next, samples were incubated with goat-anti-rabbit horseradish peroxidase-conjugated IgG (1:1000) for 1 h and visualized using an enhanced chemiluminescence kit (Amersham Pharmacia Biotech, Piscataway, NJ, USA) according to the manufacturer’s protocol. Other antibodies included E-cadherin (catalog no. 20874-1-AP, Proteintech, China) (1:5000), vimentin (10366-1-AP, Proteintech) (1:2000), matrix metalloproteinase 9 (MMP9) (10375-2-AP, Proteintech) (1:1000), slug (ab27568, Abcam, UK) (1:1000), Ki67 (27309-1-AP, Proteintech) (1:1000), anti-AKT1 (ab179463, Abcam) (1:1000), anti-ERK-3 (ab53277, Abcam) (1:1000), caprin-1 (ab241071, Abcam) (1:1000), and GAPDH (ab9484, Abcam) (1:5000) were used to detect relevant proteins.

### Quantitative real-time PCR (qRT-PCR)

qRT-PCR was performed using a SYBR Premix Ex Taq kit (RR820A, Takara, Japan) according to the manufacturer’s instructions. The primer sequences are listed in Additional file 1: Table S1. Data were collected and analyzed using a LightCycler 480 instrument (Roche, USA) with the 2ΔΔCt method.

### Cell lines over- and underexpressing lnc-Ma301 and caprin-1

The construct pLCDH-lnc-Ma301 (pLCDH is abbreviated as pL in context) was prepared by inserting the lnc-Ma301 sequence (primer sequences in Additional file 1: Table S1) into the polylinker region of pL-CMV-MCS-EF1-GFP + Puro (CD513B-1; Geneseed Biotech, Guangzhou, China) using XbaI and EcoRI restriction enzymes. The full-length sequence of human EST031.1 was obtained by rapid amplification of cDNA ends using RACE and extended. The plasmid was sequenced to confirm that the target sequence had been inserted correctly. Endotoxin-free plasmid was extracted using the E.Z.N.A. ® Endo-free Plasmid Mini Kit I (Omega) and stored at − 20 °C.

The plasmid was packaged into lentivirus using 293T cells (ATCC CRL-11268). Cells stably expressing lnc-Ma301 were harvested and analyzed by qRT-PCR, western blotting, and cell functional assays. As a control to verify the effects of lnc-Ma301, it was targeted specifically using a small interfering RNA (siRNA), siR-lnc-Ma301 (5′-CCAGUGUGAGUGAUGUUUATT-3′). As a negative control, the scrambled sequence siR-NC (5′-UUCUCCGAACGUGUCACGUTT-3′) was prepared.

We performed analogous steps to under- and overexpress caprin-1. The construct pcDNA3.1-caprin-1 (pcDNA3.1 is abbreviated as pC in context) was prepared by inserting the caprin-1 sequence (forward primer, 5′-CTGCACAGCCTATGAATCCAAC-3′; reverse primer, 5′-TTGAGATGCTGTGTACCCCTC-3′) (2148 bp) between the BamHI (GGATCC) and XhoI restriction enzymes in pcDNA3.1. The plasmid was amplified in Top 10 cells. The siRNA siR-caprin-1 (5′-GGAGCAGCUUAUGAGAGAATT-3′) was prepared, as well as the negative control siR-NC (5′-UUCUCCGAACGUGUCACGUTT-3′).

### RNA pull-down assay

The MEGAscript™ T7 High Yield Transcription kit (Invitrogen, USA) was used to transcribe biotin-labelled RNAs in vitro. Bio-16-UTP (10 mM, Ambion) was used for transcription. After adding 2 µL of Dnase I, the Eppendorf tube was incubated at 37 °C for 15 min to remove the DNA, then 2 µL of 0.2 M EDTA (pH 8.0) was added. In order to allow the RNA to form secondary structure, 1 µg of biotinylated RNA in RNA structure buffer was heated at 95 °C for 2 min, put on ice for 3 min, then left at room temperature for 30 min. Magnetic beads (Invitrogen, USA) were used to bind and enrich the RNAs. Folded RNA was then mixed with cytoplasmic extract from liver cancer cells in 500 µL RIP wash buffer. The magnetic beads were re-suspended in 50 µL RIP wash buffer, then the suspension was added to Dynabeads M-280 Streptavidin (60210, Invitrogen) and incubated at 4 °C. The suspension was centrifuged for 1 min, and the supernatant was discarded. Magnetic beads were washed briefly with RIP wash buffer for six times and boiled in SDS buffer. The retrieved proteins were detected by western blot and mass spectrometry. RNA probes were as follows: lnc-Ma301 sense: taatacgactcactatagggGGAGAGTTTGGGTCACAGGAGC, lnc-Ma301 antisense: CCTACTTGTTTTTTTTATTTTGG.

### RNA immunoprecipitation

RNA immunoprecipitation was performed using a Magna RIP RNA-Binding Protein Immunoprecipitation kit (17–700, Millipore) according to the manufacturer’s instructions. Antibody against caprin-1 (ab241071, Abcam) was used. The proteins enriched by the probe were collected, digested, and identified by FT-ICR-MS (solariX XR ESI, Bruker, USA) followed by the confirmation based on the protein data searching.

### RACE assay

Total RNA was isolated using TRIzol Plus RNA Purification Kit (Invitrogen), according to the manufacturer’s instructions. RACE was conducted using the Smart RACE cDNA Amplification Kit (Cat. No. 634923, Clontech) according to the manufacturer’s instructions. The pEASY-Blunt Simple Cloning Kit (Catalogno. CB111-01, TransGen Biotech, China) was used to clone the amplified lnc-Ma301. All selected clones were sequenced and identified. All primers used in the study are listed in Additional file 1: Table S1.

### Fluorescent in situ hybridization (FISH)

HepG2 cells were allowed to attach onto the slides, washed with PBS and fixed in 4% paraformaldehyde. All slides were treated with protease reagent, incubated with prehybridization buffer at 42 °C for 4 h and hybridized with digoxin-labeled probe overnight at 42 °C. The slides were incubated with biotin-conjugated anti-digoxin antibody (anti-digoxin-FITC) at 37 °C for 1 h and washed three times. DAPI was used to stain the cell nucleus. The images were captured using a confocal microscope (TCS SP2 AOBS). The probe sequence is listed in Additional file 1: Table S1.

### Lung metastasis in mice

Six-week-old male athymic nude mice were purchased from the Experimental Animal Center of Guangxi Medical University (Nanning, China) and housed under standard conditions at the animal care facility of the same center. Animal procedures were approved by the Guangxi Medical University Animal Care and Use Committee, and they complied with all relevant ethical regulations regarding animal research. SMMC-7721 HCC cells transfected with pL or pL-lnc-Ma301 were suspended in 200 μL PBS and injected in the tail vein of the mice (n = 5 per group, one for metastasis detection). The overexpression of lnc-Ma301 was confirmed by qRT-PCR before injection. Mice euthanized were inhalation of CO_2_ for 5 min. The CO_2_ exposure used a gradual fill method with a displacement rate about 50% of the chamber volume/min.

All mice were sacrificed 8 weeks later. Photographs were taken to assess lung metastasis, and lung sections were stained using hematoxylin and eosin to assess lung colonization. Levels of E-cadherin, MMP9, and Ki67 in lung tissues were quantified by qRT-PCR and validated by immunohistochemistry and western blotting. Each experiment was performed in triplicate and performed multiple times.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 5.01 or SPSS21.0. The Kaplan–Meier method was used to calculate the overall survival, and the significance of survival differences was determined by log-rank tests. Data from three independent experiments were presented as mean ± standard deviation (SD). Differences were evaluated for significance using two-tailed Student’s *t* test. *P* < 0.05 was considered statistically significant.

## Results

### Microarray analysis of lncRNA and mRNA during polarization from M2 to M1 cells

At first, immunohistochemical staining was performed based on 30 paired HCC tissues and adjacent normal tissues. We found that the expression of CD163 was significantly higher in HCC tissues than in the adjacent tissues. Conversely, the expression of CD68 was significantly lower in normal tissues than in adjacent tissues (Fig. 1A).

**Fig. 1:**
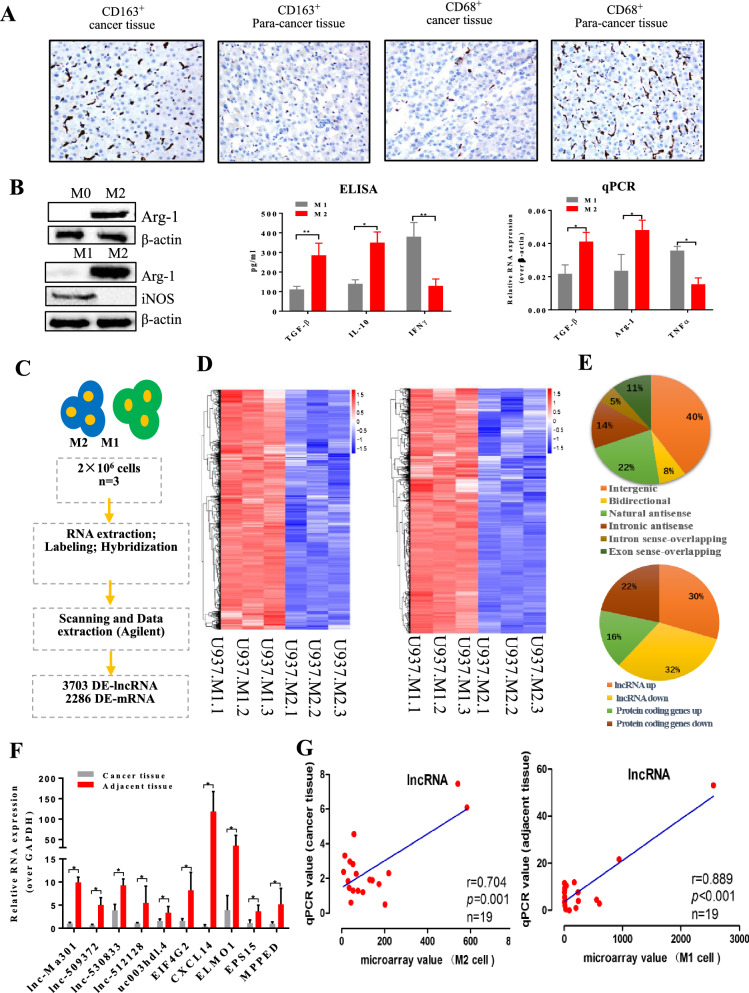
Microarray analysis of long non-coding RNAs (lncRNAs) and mRNAs during polarization from M2 to M1 macrophages. **A** CD68 and CD163 immunohistochemical staining in hepatocellular carcinoma (HCC) tissues and corresponding adjacent normal tissues (n = 30). The images represent the distributions of M1 and M2 cells inHCC tissues and adjacent normal tissues. Pictures were taken at 200× magnification. **B** M2 and M1 phenotype identification. U937 cells gave rise to M2 phenotype macrophages after stimulation with PMA, IL-4, and IL-13, which were polarized into M1 phenotype macrophages by LPS and IFN-γ stimulation. Western blotting, ELISA and qRT-PCR were used to identify the M2 and M1 phenotypes. β-actin was used as a reference for Western blotting. Anti-Arg-1 (40 KD) antibody was used as a marker of the M2 phenotype and iNOS (130 KD) antibody as a marker of the M1 phenotype. TGF-β, IL-10, and IL-12 were also used as markers to identify M2 and M1 macrophages. **C** Workflow for lncRNA analysis. **D** Clustering and pairwise comparison of lncRNAs differentially expressed between M1 and M2 cells. **E** Distribution of six types of lncRNAs as well as down- and up-regulated lncRNAs and mRNAs. **F** qRT-PCR validation of the selected genes from the microarray data. **G** Pearson correlation analysis to assess relationships between microarray and qRT-PCR results

Stimulation of U937 cell cultures with PMA, IL4, and IL13 induced the M2 phenotype, as described before [22]. A switch from M2 to M1 phenotype was promoted by LPS and IFN-γ stimulation, as described before [23, 24]. Western blot, ELISA, and qRT-PCR were used to confirm the M2 and M1 phenotypes after stimulation of U937 cells with different activators (Fig. 1B). Anti-Arg-1 antibody was used as a marker for the M2 phenotype and anti-iNOS antibody for the M1 phenotype. ELISA was used to detect proteins secreted by U937 cells. TGF-β and IL-10 were the two main secretory proteins of M2 macrophages, while IFN-γ was the main secretory protein of M1 macrophages. qRT-PCR was used to detect transcript levels of TGF-β, Arg-1 and TNF-α. TGF-β and Arg-1 were biomarkers of M2 macrophages, while TNF-α was a biomarker of M1 macrophages.

The workflow for lncRNA analysis is described in Fig. 1C. 

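The arrays compared 3 samples of M1 cells with 3 samples of M2 cells, all made from U937, an established human monocytic cell line that becomes macrophage-like when treated with the phorbol ester PMA. As the methods list the steps, all cells were treated with 100 ng/mL PMA for 24 h. M2 cells then received IL-4 and IL-13 at 20 ng/mL each for 12 h, and M1 cells received LPS at 100 ng/mL and IFN-γ at 20 ng/mL. The paper's text names no time for the LPS and IFN-γ step, and the legend of Fig. 1B describes M1 cells as made from M2 cells by LPS and IFN-γ. The methods also speak of a switch from M2 to M1, but list PMA followed by LPS and IFN-γ for it, without IL-4 and IL-13. The paper gives 2000000 cells per well, while the sample labels give 200000. RNA was labeled with the dye Cy3, and each sample was hybridized to its own Agilent array with 61184 spots. The authors' files hold the intensity of each spot as given by Feature Extraction version 11.0.1.1 after background subtraction, with no normalization between arrays. The authors also deposited log2 normalized values for 58944 of the probes. The intensities were used here, and 58965 probes remained after control spots and 60 probes named as negative controls were left out. Each log2 intensity was taken relative to the 75th percentile of its array, which was 133, 125 and 150 intensity units for M1 replicates 1, 2 and 3 and 181, 201 and 217 for M2 replicates 1, 2 and 3. Between 37151 and 37917 probes were well above background on the M1 arrays, with a median of 37310, and between 38620 and 42098 on the M2 arrays, with a median of 40333. The 39886 probes that were well above background on at least 3 of the 6 arrays were tested with limma, with Benjamini-Hochberg adjustment. A probe was called different when its adjusted p was below 0.05 and its change was at least 2-fold. The paper names fold change and adjusted P values as criteria, so the 2-fold limit was set here. Only 3 arrays per group limit the precision of each value. The label titles of the 3 M2 samples carry the same culture number while their descriptions number them 1 to 3, and they were treated as separate replicates. If they were repeats of a single culture, the SDs, standard errors and adjusted p values would not cover the spread between M2 cultures. Probes are listed in these files by the identifiers of the array maker, so lncRNA and mRNA probes were analyzed together.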

Microarray analysis was performed to identify lncRNAs and mRNAs differentially expressed between M1 and M2 cells. Clustering and pairwise comparison of lncRNAs differentially expressed between M1 and M2 cells are shown in Fig. 1D. 

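Hierarchical clustering of the 6 arrays, with average linkage on the correlation over the 39886 tested probes, placed the 3 M1 arrays in a cluster apart from the 3 M2 arrays. Pearson's r was between 0.985 and 0.987 for the pairs of M1 arrays and between 0.994 and 0.995 for the pairs of M2 arrays. The pairs of an M1 and an M2 array had r between 0.942 and 0.951, so every such pair was less similar than any pair within a group. These correlations run across probes, which are not independent replicates. M1 replicate 3 had r of 0.950 to 0.951 with the M2 arrays, while M1 replicates 1 and 2 had r of 0.942 to 0.944. The first principal component held 79.4% of the variance. Without the filter on dim probes, the highest r between an M1 and an M2 array was 0.967.

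**Figure D1:**
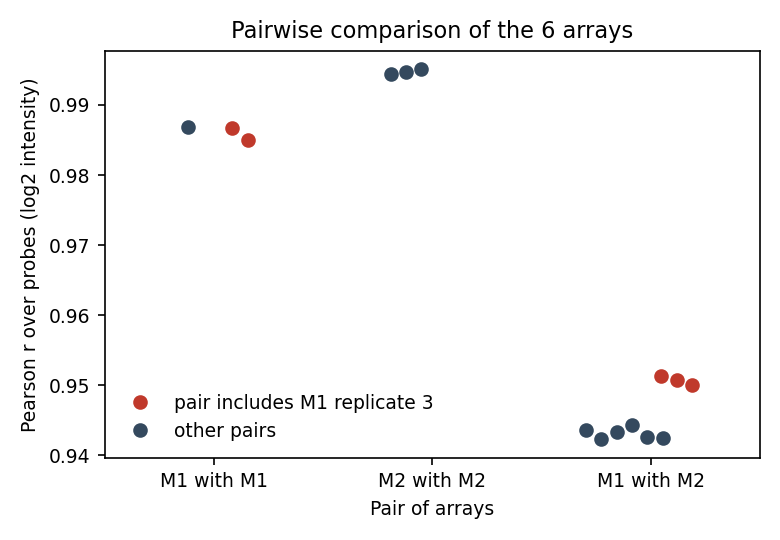
Pearson's r over the log2 intensities of the tested probes for each pair of the 6 arrays, grouped by whether both arrays are M1, both are M2, or there is 1 of each. Each point is a pair of arrays, and red points are pairs that include M1 replicate 3. All pairs within a group lie at 0.985 or above and all pairs between groups at 0.951 or below.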

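Of the 39886 probes tested, 5070 were called different between M1 and M2 cells, which is 12.7%. This count covers lncRNA and mRNA probes together. An adjusted p below 0.05 from limma alone was reached by 22076 probes, 55.4% of those tested, and 17006 of them changed by less than 2-fold. The median absolute log2 fold change of the 22076 probes was 0.63. Probes named as negative controls are not in these counts. When tested with the other probes, 7 of the 11 that passed the background filter had an adjusted p below 0.05 from limma. All 7 were higher in M1, and 3 of them passed the 2-fold limit as well. They are few and were examined after their values were seen, but a call therefore need not reflect the intended transcript. The 3 values of one group lay wholly above those of the other for 5062 of the called probes and for 63.9% of all tested probes, where chance gives 10%. Among the called probes, 4262 were well above background on at least 1 array of each group. The count moved most when the fold limit was removed, to 22076, and among the changes in the treatment of the intensities it moved most with normexp background correction, to 1935. The methods' t-test at their threshold, together with the 2-fold limit, called 4981 probes, and 4784 after Benjamini-Hochberg adjustment.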

We uncovered 26,276 lncRNAs differentially expressed between M1 and M2 phenotypes of U937 macrophages. lncRNAs were classified as intergenic, bidirectional, natural antisense, intronic antisense, intron sense-overlapping, or exon sense-overlapping. 

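Among the probes called different, 2501 were higher and 2569 were lower in M1 than in M2 cells, or 49.3% and 50.7%. For 254 of the probes higher in M1, the level was not well above background on any M2 array, and for 554 of the probes lower in M1 it was not well above background on any M1 array. A change of at least 4-fold was found for 610 probes higher and 312 probes lower in M1, and with normexp for 129 and 86 probes. At 16-fold or more the balance was the other way, with 6 probes higher and 15 lower. Counting only probes that were well above background on all 6 arrays, 399 were at least 4-fold higher and 140 at least 4-fold lower in M1. The largest increase among the probes measured on all arrays was that of probe ASHGA5P052112, with a log2 intensity relative to the 75th percentile of 5.05 ± 0.052 (SD, n = 3) in M1 and -1.001 ± 0.11 (SD, n = 3) in M2 cells. Its log2 fold change was 6.05, with a standard error of 0.078 and an adjusted p of 3.69e-06 from limma. The largest decrease was that of probe ASHGA5P053443, at -0.26 ± 0.087 (SD, n = 3) in M1 and 6.41 ± 0.18 (SD, n = 3) in M2 cells. Its log2 fold change was -6.67, with a standard error of 0.11 and an adjusted p of 6.78e-06 from limma. From the comparison of the M1 and M2 arrays, the paper states a number of differentially expressed lncRNAs and sorts them into types by their position relative to genes.

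**Figure D2:**
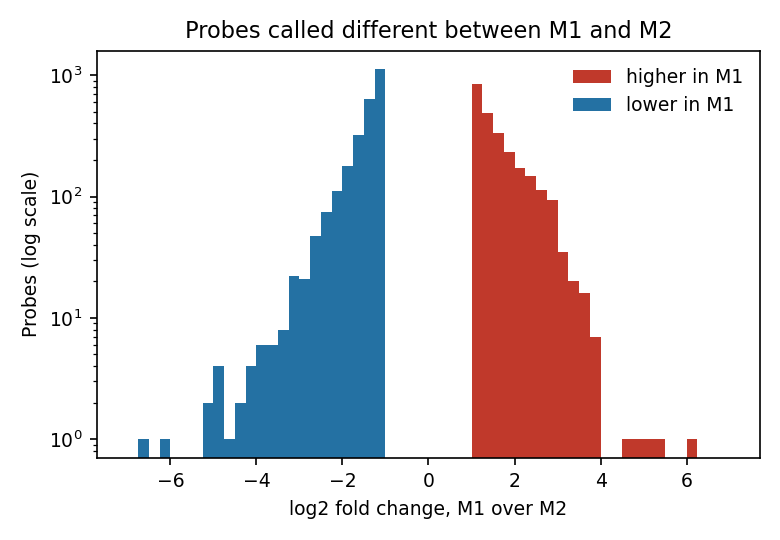
Number of called probes, on a log scale, against their log2 fold change of M1 over M2 cells. Red bars are the 2501 probes higher in M1 and blue bars the 2569 probes lower in M1, and the gap in the middle is the 2-fold limit. Probes not well above background in 1 of the groups are included at their fitted fold change, which is not a measured level for that group.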

The distribution of these six types of lncRNAs as well as the distribution of down- and up-regulated lncRNAs and genes are shown in Fig. 1E. Nineteen lncRNAs were selected to verify the relationship between microarray data and qRT-PCR examination (Fig. 1G), and agreement between the two analyses was confirmed using Pearson correlation analysis. By qRT-PCR, we found that lnc-Ma301 was one of the most highly expressed lncRNAs in HCC tissues (Fig. 1F). Microarray analyses indicated that lnc-Ma301 was one of the most highly up-regulated lncRNAs in M1 compared to M2 cells.

### Expression and localization of lnc-Ma301

The expression of lnc-Ma301 in M1 macrophages was significantly higher than that in M2 macrophages (Fig. 2A, left). Moreover, in the 14 patients analyzed, the expression of lnc-Ma301 in adjacent tissue was also significantly higher than in HCC tissues (Fig. 2A, middle). Lnc-Ma301 was expressed in all cell lines including HL-7702, QGY-7703, HepG2, SMMC-7721, and Huh-7 (Fig. 2A, right), with higher expression levels in HepG2 cell line.

**Fig. 2:**
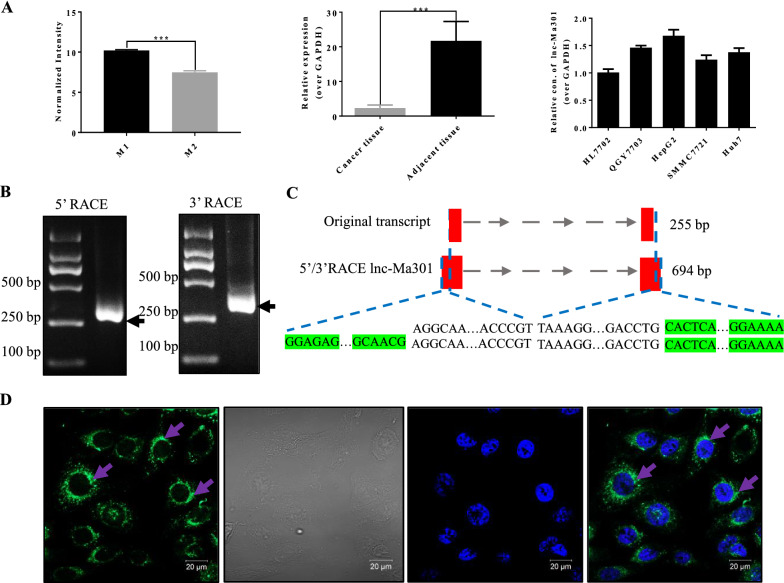
Macrophage polarization-associated lnc-Ma301 is linked to hepatocellular carcinoma (HCC). **A** qRT-PCR validation of lnc-Ma301 expression in M1/M2 macrophages and HCC tissues (n = 14) and cell lines. **B** Agarose gel electrophoresis of the 5’ and 3’ RACE amplification products of lnc-Ma301. **C** Schematic presentation of full-length lnc-Ma301 showing the extended regions identified by RACE (green). The full-length of lnc-Ma301 was 694 base pairs (bp), amplified from the original 255 bp. **D** Representative images of RNA FISH showing nuclear localization of lnc-Ma301 (green) in HCC cell line HepG2 cells. Nuclei were stained with DAPI (blue). Scale bar indicates 20 μm. Data are presented as mean ± standard error of the mean (SEM). *P < 0.05; ***P < 0.001

qRT-PCR and agarose gel electrophoresis were used to detect the 5’ and 3’ RACE amplification products of lnc-Ma301 (Fig. 2B). The full-length lnc-Ma301 was 694 base pairs (bp), amplified from the original 255 bp (Fig. 2C). FISH against lnc-Ma301 in HepG2 cell lines revealed that the lncRNA was expressed mainly around the nucleus (Fig. 2D).

### lnc-Ma301 presents low expression in HCC tissues and is associated with prognosis

The baseline characteristics of the 216 HCC patients are described in Table 1 and Additional file 2: Table S2. qRT-PCR was used to detect the expression of lnc-Ma301 in 216 HCC tissues and adjacent normal tissues (Fig. 3A). Expression was classified as high or low using the median value of relative lnc-Ma301 expression in HCC tissues as a threshold. The expression of lnc-Ma301 in HCC tissues was significantly lower than in adjacent normal tissues (Fig. 3B). Moreover, lower expression of lnc-Ma301 in HCC tissues was associated with lower overall survival (Fig. 3C). These results suggest that lnc-Ma301 may be a protective factor for patients with HCC and may show utility as a prognostic marker.

**Table 1:** Relationship of lncMa-301 expression and overall survival with demographic and clinical data in HCC patients

Variable	lncMa-301 expression				Overall survival analysis		
	Low (n = 108)	High (n = 108)	Odds ratio (95%CI)	*P*	No. of patients	Hazard ratio (95%CI)	*P*
Sex							
Female	13	16	0.79 (0.36–1.73)	0.549	29	Ref.	0.184
Male	95	92	Ref.		187	2.00 (0.72–5.57)	
Age, year							
< 60	84	90	0.70 (0.36–1.38)	0.302	174	Ref.	0.144
≥ 60	24	18	Ref.		42	0.53 (0.23–1.24)	
Size, cm							
< 5	29	35	0.77 (0.43–1.38)	0.371	64	Ref.	**0.016**
≥ 5	79	73	Ref.		152	2.67 (1.20–5.95)	
Number of tumors							
< 3	97	99	0.80 (0.32–20.2)	0.639	196	Ref.	**0.023**
≥ 3	11	9	Ref.		20	2.42 (1.13–5.17)	
Tumor capsule							
Complete	59	65	0.80 (0.46–1.37)	0.409	124	Ref.	**0.015**
Incomplete/absent	49	43	Ref.		92	2.03 (1.15–3.58)	
Lymph node metastasis							
No	99	104	0.42 (0.13–1.42)	0.153	203	Ref.	**0.006**
Yes	9	4	Ref.		13	3.06 (1.37–6.81)	
Macrovascular invasion							
No	66	69	0.89 (0.51–1.54)	0.673	135	Ref.	** < 0.001**
Yes	42	39	Ref.		81	2.92 (1.65–5.16)	
Microvascular invasion							
No	42	45	0.89 (0.52–1.54)	0.677	87	Ref.	** < 0.001**
Yes	66	63	Ref.		129	4.04 (1.89–8.62)	
AFP, ng/mL							
< 400	53	55	0.93 (0.55–1.58)	0.785	108	Ref.	0.181
≥ 400	55	53	Ref.		108	1.47 (0.84–2.59)	
BCLC stage							
0/A	47	51	0.86 (0.50–1.47)	0.585	98	Ref.	**0.001**
B/C	61	57	Ref.		118	2.94 (1.53–5.65)	
EST031.1 expression							
Low	108	0		NA	108	Ref.	**0.036**
High	0	108			108	0.54 (0.30–0.96)	

Bold values indicate *P* value less than 0.05

*AFP* alpha fetoprotein, *BCLC* Bacelona Clinic Liver Cancer, *CI* confidence interval, *HCC* hepatocellular carcinoma, *Ref.* reference

**Fig. 3:**
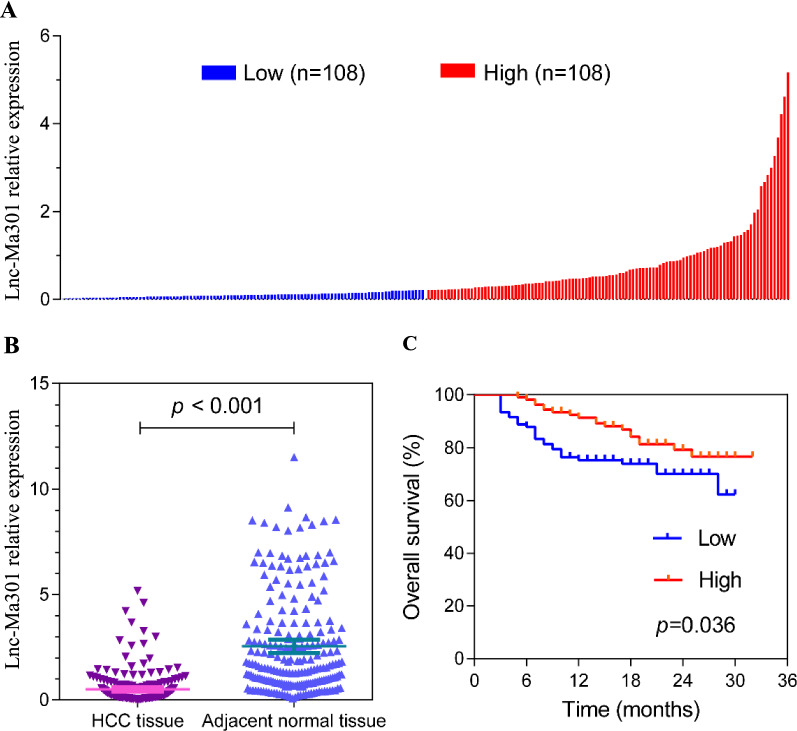
Lnc-Ma301 expression in 216paired hepatocellular carcinoma (HCC) and adjacent normal tissues. **A** lnc-Ma301 expression in HCC patients (the threshold was established according to the median value of relative lnc-Ma301 expression in HCC tissues). Each experiment was performed in triplicate. **B** Relative expression level of lnc-Ma301 in HCC tissues and adjacent normal tissues. **C** Kaplan–Meier curve of the prognostic value of lnc-Ma301 expression for HCC patients

### lnc-Ma301 inhibits proliferation and migration of HCC cells as well as the EMT in vitro

Overexpression and silencing of lnc-Ma301 was verified in SMMC7721 cells (Fig. 4A). Overexpression of lnc-Ma301 suppressed the proliferation of SMMC7721 cells, while its silencing promoted cell proliferation (Fig. 4B). Overexpression of lnc-Ma301 also suppressed the migration of SMMC7721 cells in transwell assays, while its silencing promoted migration (Fig. 4C).

**Fig. 4:**
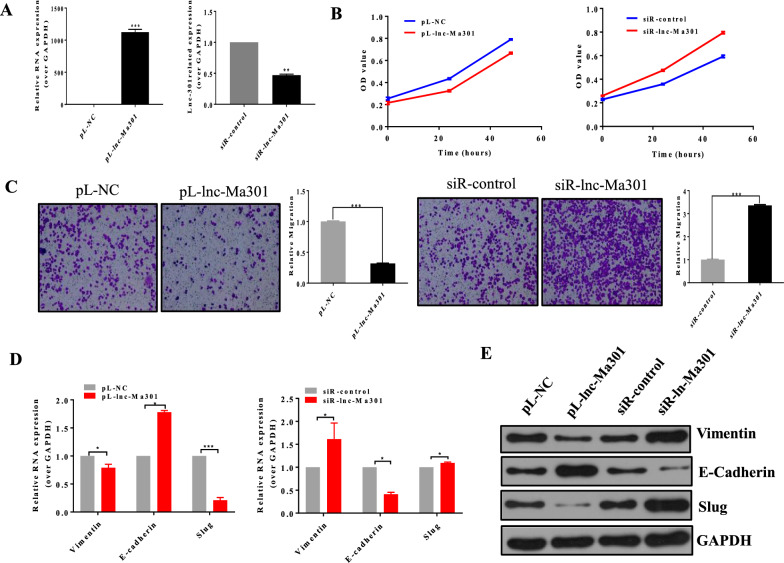
Lnc-Ma301 inhibits proliferation and migration of HCC cells in vitro. **A** Overexpression and silencing of lnc-Ma301 in SMMC7721 cells. **B** CCK8 assay evaluating the effect of lnc-Ma301 on cell proliferation. **C** Transwell assay to determine the effect of lnc-Ma301 on cell migration. **D** Analysis of the expression of EMT-associated genes vimentin, E-cadherin, and slug by qRT-PCR. **E** Levels of EMT-associated proteins vimentin, E-cadherin, and slug by western blotting. Data are presented as mean ± standard error of the mean (SEM). *P < 0.05; ***P < 0.001

The expression of EMT-associated genes vimentin, E-cadherin, and slug was analyzed by qRT-PCR (Fig. 4D) and western blotting (Fig. 4E). E-cadherin promotes progression through the EMT, while vimentin and slug inhibit the transition [25]. The expression of E-cadherin in pL-lnc-Ma301 cells was significantly higher than that of the empty control, while the expression of vimentin or slug in pL-lnc-Ma301 cells was significantly lower than that of the empty control. The opposite effect was observed in siR-lnc-Ma301 and siR-control cells. Together, these results confirmed that lnc-Ma301 inhibits HCC cell proliferation and migration as well as the EMT in vitro.

### lnc-Ma301 inhibits lung metastasis in vivo

In order to investigate the function of lnc-Ma301 in lung metastasis in vivo, a lung metastasis model was established in which nude mice were injected with pL-lnc-Ma301-SMMC-7721 or pL-SMMC-7721 HCC cells through the tail vein. qRT-PCR analysis revealed that the expression of lnc-Ma301 in lung tissues of pL-lnc-Ma301-SMMC-7721 mice was significantly higher than in the pL-SMMC-7721 group (Fig. 5A, left). Moreover, the number of lung metastases in the pL-lnc-Ma301-SMMC-7721 mice was significantly lower than that in the pL-SMMC-7721 group (Fig. 5A, right).

**Fig. 5:**
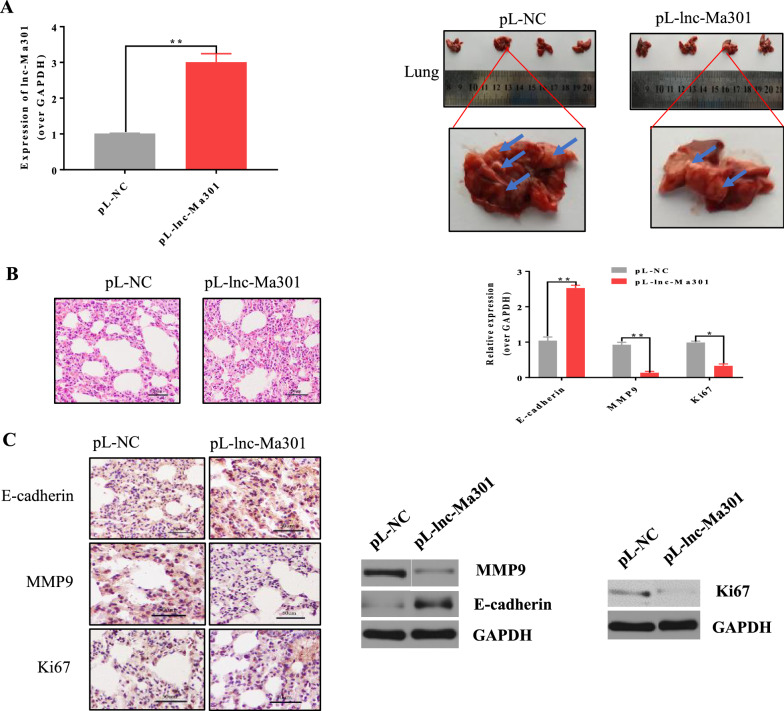
Lnc-Ma301 inhibits the lung metastasis ability of HCC cells in vivo. **A** A lung metastasis model was established by injection of SMMC-7721 HCC cells into the tail vein of nude mice, and lung metastasis was investigated. Overexpression of lnc-Ma301 was confirmed by qRT-PCR before injection. Photographs of lung metastasis were taken (blue arrow indicates tumor nodule). Amagnified lung in each group is shownas an example. **B** Histological examination of lung colonization. Magnification, × 200. Expression of E-cadherin, MMP9, and Ki67 in the lung tissues was quantified by qRT-PCR. **C** Immunohistochemistry was used to validate the protein levels of E-cadherin, MMP9, and Ki67 in each group. Western blotting was also used to confirm the protein levels of E-cadherin, MMP9, and Ki67. Experiments were performed in triplicate in each experiment. *P < 0.05

Next, we used hematoxylin–eosin staining to investigate lung colonization. The degree of tumor cell infiltration was significantly lower in the pL-lnc-Ma301-SMMC-7721 group than in the control group (Fig. 5B, left). This suggests that lnc-Ma301 inhibited neoplasia.

MMP9 and E-cadherin are involved in tumor invasion and metastasis [26], while Ki67 is a well-known proliferation marker for the evaluation of cell proliferation [27]. Therefore, the expression of E-cadherin, MMP9, and Ki67 in normal lung tissues and metastatic tissues were quantified by qRT-PCR and validated by immunohistochemistry and western blotting. The expression of E-cadherin in the pL-lnc-Ma301-SMMC-7721 group was significantly higher than in the control group (Fig. 5B, right). This finding was confirmed by immunohistochemistry (Fig. 5C, left) and western blotting (Fig. 5C, right). The opposite findings were observed for MMP9 and Ki67 (Fig. 5B, C). Therefore, our data suggest that lnc-Ma301 inhibits HCC cell line lung metastasis by inhibiting cell proliferation, tumor invasion and metastatic potential.

### Caprin-1 interacts with lnc-Ma301

Predicting the interaction between lncRNAs and proteins is a useful way to explore the functions of lncRNAs [28]. Therefore, a lnc-Ma301-RNA pull-down assay was performed to identify the interacting proteins (Fig. 6A, left). Both sense and antisense probes of lnc-Ma301 were evaluated in pull-downs (Fig. 6A, middle), and the associated proteins were analyzed by ESI-FT-ICR-MS (Fig. 6A, right). The proteins interacting with lnc-Ma301 were defined as proteins pulled down by the sense but not the antisense probe.

**Fig. 6:**
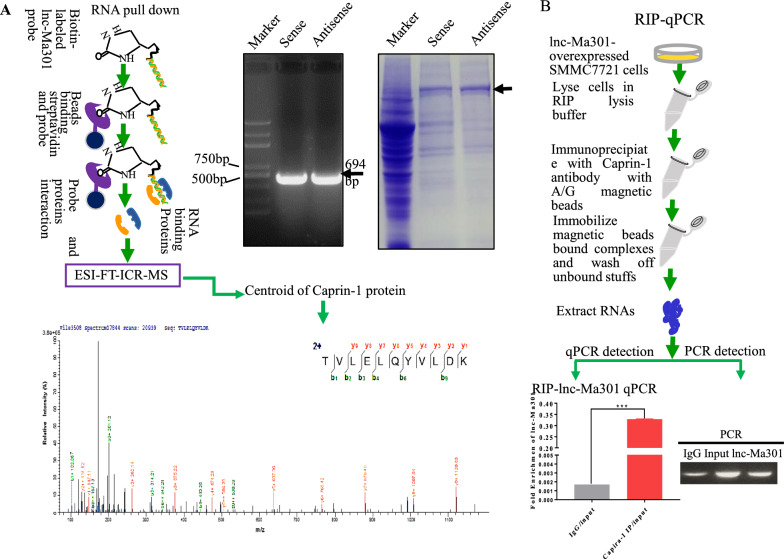
Caprin-1 protein interacts with lnc-Ma301. **A** Scheme of the RNA pull-down assay to identify proteins interacting with lnc-Ma301. **a** Both sense and antisense probes of lnc-Ma301 were verified by electrophoresis. **b** The pulled-down proteins by both sense and antisense probes of lnc-Ma-301 were analyzed by ESI-FT-ICR-MS. Differentially expressed proteins were those pulled down by the sense probe but not the antisense probe. **c,** A specific peptide was used to identify caprin-1 protein. **B** Caprin-1 protein was probed further as a potential interactor with lnc-Ma301, and its antibody was used to perform the RIP-qPCR to confirm their interaction

Among the interactors, caprin-1 is involved in tumor proliferation, migration,and invasion [29] as well as prognosis in HCC [30]. The overexpression of caprin-1 may contribute to the growth and invasion of several types of tumor cells [31]. Therefore we focused on this protein in subsequent analyses. The caprin-1 specific peptide identified by ESI-FT-ICR-MS was confirmed as the interacting protein of lnc-Ma301 (Fig. 6A). Next, an RIP assay was performed to confirm whether caprin-1 interacts with lnc-Ma301 (Fig. 6B, left). The antibody of caprin-1 was used to perform the RIP-qPCR to confirm the interaction between caprin-1 and lnc-Ma301 (Fig. 6B, right). Finally, the result of the qPCR on the pulled-down RNA showed that the mRNA encodes lnc-Ma301 (Fig. 6B). Together, these data suggest that caprin-1 protein interacts with lnc-Ma301.

### lnc-Ma301 inhibits cell proliferation, migration, and EMT in vitro by interacting with caprin-1

After examination of caprin-1 level in HCC cell and normal liver cell lines (Fig. 7A), we silenced caprin-1 by four designed siRNAs in SMMC7721 cell lines, the siRNA caprin-1–2 resulted in the most significant downregulation of caprin-1, and it also decreased the protein level of caprin-1, so it was selected for subsequent experiments (Fig. 7A). The simultaneous overexpression of lnc-Ma301 and caprin-1 promoted cell proliferation (Fig. 7B) and migration (Fig. 7C), while the overexpression of lnc-Ma301 together with the silencing of caprin-1 resulted in decreased cell proliferation (Fig. 7B, C).

**Fig. 7:**
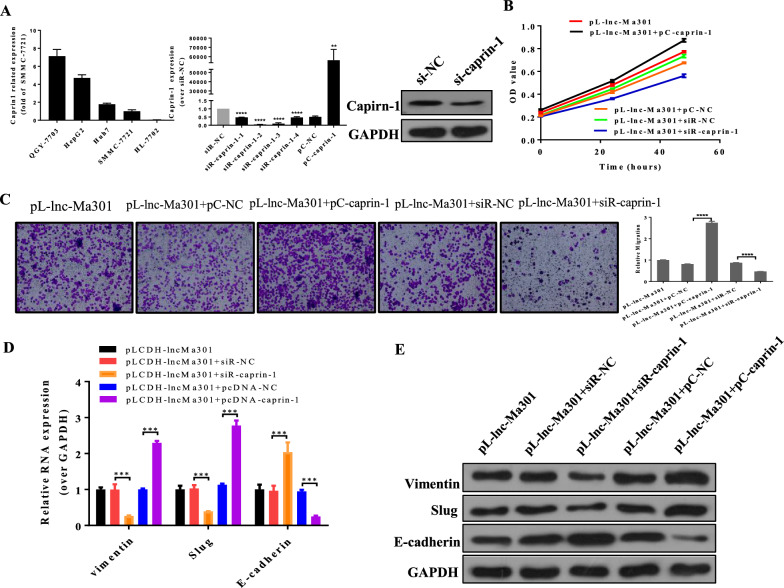
Lnc-Ma301 inhibits the proliferation and migration of HCC cells via interaction with caprin-1 in vitro. **A** The expression of caprin-1 in different cell lines (left). Confirmation of the effects of caprin-1 silencing (si) (middle) and overexpression (OE) (right). **B** The CCK8 assay was used to confirm the effect of lnc-Ma301 and caprin-1 interaction on cell proliferation. **C** A transwell assay was used to determine the effect of lnc-Ma301 and caprin-1 interaction on cell migration. **D** The expression of EMT-associated genes vimentin, E-cadherin, and slug were analyzed by qRT-PCR. **E** Levels of EMT-associated proteins vimentin, E-cadherin, and slug were analyzed by western blotting. Data are presented as mean ± standard error of the mean (SEM). *P < 0.05

Next, the expression of EMT-associated genes E-cadherin, vimentin, and slug were analyzed by qRT-PCR and protein levels were confirmed by western blotting. In cells simultaneously overexpressing lnc-Ma301 and caprin-1, expression of E-cadherin was increased, while expression of vimentin and slug was decreased (Fig. 7D, E). Our results suggest that lnc-Ma301 inhibits cell proliferation and migration as well as the EMT in vitro by interacting with caprin-1.

### lnc-Ma301 interacts with caprin-1 to inhibit HCC metastasis and EMT via the Akt/Erk1 pathway

Upregulation of caprin-1 promotes lung metastasis from osteosarcoma tumor in mice by activating the Akt and Erk1 pathways [32]. We wondered whether the same might be true in HCC and whether lnc-Ma301 may be involved. First, the expression of Akt, Erk1, and caprin-1 were investigated by qRT-PCR and western blotting in SMMC7721 cell lines in which lnc-Ma301 was silenced or overexpressed. Our results showed that lnc-Ma301 inhibits the expression of Akt, Erk1, and caprin-1 (Fig. 8A, panels a, b).

**Fig. 8:**
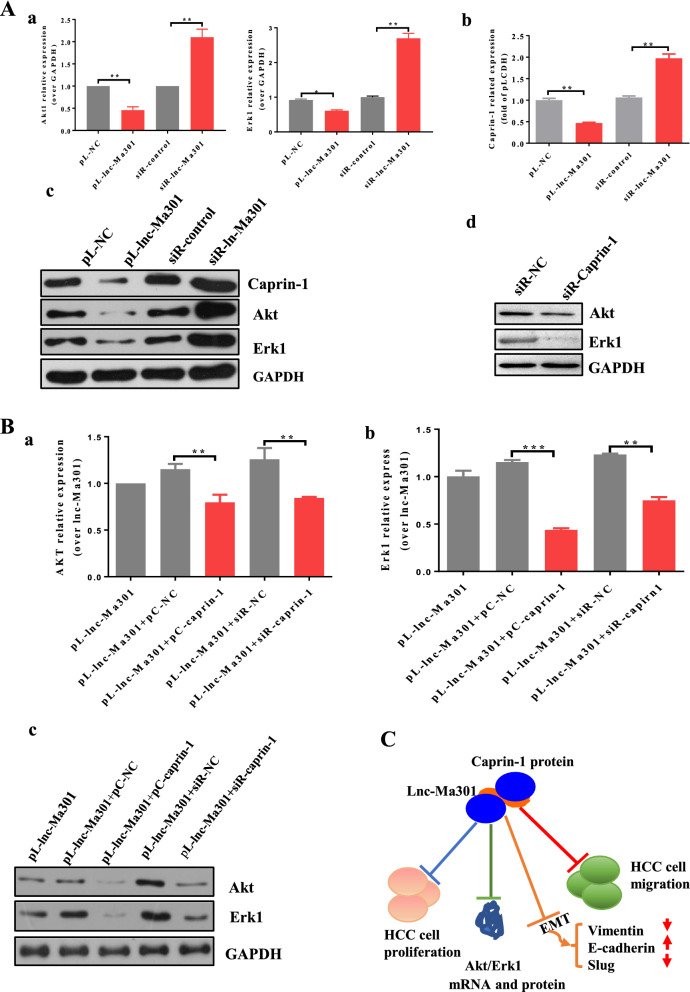
Potential mechanism for how lnc-Ma301 regulates the proliferation and migration of HCC cells. **A**, **a** Akt, Erk1, and caprin-1 expression at mRNA level when lnc-Ma301 was overexpressed or silenced in SMMC7721 cells. **b** Akt, Erk1, and caprin-1 protein levels when lnc-Ma301 was overexpressed or silenced in SMMC7721 cells. **c** Akt and Erk1 protein levels when caprin-1 was silenced in SMMC7721 cells. **B** Akt and Erk1 mRNA and protein levels when lnc-Ma301 interacted with caprin-1 in SMMC7721 cells. **C** Schematic diagram of the potential mechanism of action of lnc-Ma301 on the proliferation and migration of HCC cells. lnc-Ma301 interacts with caprin-1 to inhibit HCC metastasis and EMT via the Akt/Erk1 pathway. Data are presented as mean ± standard error of the mean (SEM). *P < 0.05

Next, the expression of Akt and Erk1 were investigated in caprin-1-silenced SMMC7721 cell lines using western blotting. Silencing caprin-1 inhibited the expression of Akt and Erk1 (Fig. 8A, panel c). Similarly, Akt and Erk1 were down-regulated when both lnc-Ma301 and caprin-1 were overexpressed, or when lnc-Ma301 was overexpressed but caprin-1 was underexpressed (Fig. 8B). These results suggest that lnc-Ma301 interacts with caprin-1 to inhibit HCC metastasis and EMT via the Akt/Erk1 pathway.

## Discussion

In this study, we uncovered 26,276 lncRNAs differentially expressed between M1 and M2 phenotypes of U937 macrophages. Among these, lnc-Ma301 was found as the most highly expressed lncRNA in U937 cells, especially in M1 macrophages, while it presented lower expression in HCC tissues than in adjacent normal tissues. Low lnc-Ma301 expression was associated with reduced overall survival among HCC patients after hepatic resection. We showed that overexpression of lnc-Ma301 inhibited in vitro cell proliferation and migration as well as the EMT, and it inhibited lung metastasis in vivo. These experiments provide the first evidence that lnc-Ma301 may be a critical regulator of HCC occurrence and metastasis.

How lnc-Ma301 may inhibit cell proliferation and migration as well as the EMT and lung metastasis are unknown. A large number of lncRNAs have been shown to function as master regulators for gene expression. lncRNA-mediated gene expression involves regulation of translation, protein modification, transcription, formation of RNA–protein complexes, and the regulation of cell signaling pathways [33]. To perform most of their cellular functions, lncRNAs must interact with one or more RNA-binding proteins [34]. Pull-down assays in this study found many RNA-binding proteins that interact with lnc-Ma301, including caprin-1, which participates in the regulation of genes that control the cell cycle [35]. In fact, caprin-1 may help drive tumorigenesis in several cancers [31]. The overexpression of caprin-1 may contribute to the growth and invasion of several types of tumor cells [31]. Previous studies have shown that upregulation of caprin-1 expression is associated with poor prognosis in patients with HCC [30], and that the protein regulates the proliferation and invasion of human breast cancer cells [36], as well as promotes osteosarcoma tumor growth and lung metastasis in mice by activating the Akt and Erk1 pathways [32]. Caprin-1 is needed for normal progression through the G1-S phase of the cell cycle [35, 37]. Our results suggest that the abilities of lnc-Ma301 to inhibit the cell proliferation and migration as well as the EMT require interaction with caprin-1. This appears to be the first evidence of an association between caprin-1 and the Akt/Erk1 pathway in HCC, extending the known association between the Akt/Erk1 pathway and cell proliferation [38].

Cellular signaling pathways play a key role in various cellular processes in response to intracellular or extracellular stimuli [33]. Overwhelming evidence supports the role of Akt [39] and Erk1 [40] signaling pathways in cancers. In addition, Akt and Erk1 pathways promote cell proliferation, migration, and survival in cancer [41]. We demonstrated an association linking the lnc-Ma301/caprin-1/Akt/Erk1 axis with cell proliferation and migration as well as the EMT (Fig. 8C). This is consistent with the observation that caprin-1 is necessary for normal cell cycle progression [35, 37].

Our study presents several limitations. First, the clinical usage of lnc-Ma301 in diagnoses and as a marker of prognoses for HCC requires more sample testing and longer period of observation. Second, the existence of the ceRNA mechanism of lnc-Ma301 was not involved in this study, which will be explored in subsequent studies. Finally, further studies on the function of caprin-1, the interaction protein of lnc-Ma301, are needed, which will be further studied in our future work.

## Conclusions

Our data demonstrate that lnc-Ma301 plays a critical role in the occurrence of HCC and lung metastasis, at least partially through its ability to interact with the RNA-binding protein caprin-1 and then regulate the downstream Akt/Erk1 signaling pathway. Activation of lnc-Ma301 could help prevent the occurrence of HCC and lung metastasis. Therefore, lnc-Ma301 may serve as a potential biomarker of HCC occurrence and lung metastasis.

## Supplementary Information

**Additional file 1: Table S1.** Primer sequences.

**Additional file 2: Table S2.** Survival of HCC patients with expression of lncMa-301, based on COX risk modeling.

## Data Availability

All RNA microarray data are present in the NCBI Gene Expression Omnibus (GEO) Series (GSE127981, grouped under SuperSeriesGSE128007). Material is available upon request to H.-L.L.

# Supplementary material for: Macrophage polarization-associated lnc-Ma301 interacts with caprin-1 to inhibit hepatocellular carcinoma metastasis through the Akt/Erk1 pathway
**Source:** Cancer Cell Int. 2021 Aug 10;21:422. doi: 10.1186/s12935-021-02133-1
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Primer sequences.

Table S1. Primer sequences.

# Supplementary material for: Macrophage polarization-associated lnc-Ma301 interacts with caprin-1 to inhibit hepatocellular carcinoma metastasis through the Akt/Erk1 pathway
**Source:** Cancer Cell Int. 2021 Aug 10;21:422. doi: 10.1186/s12935-021-02133-1
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Survival of HCC patients with expression of lncMa-301, based on COX risk modeling.

**Table S2.** Survival of HCC patients with expression of lncMa-301, based on COX risk modeling.

| **Variable** | **No. of patients** | **Median survival time, months** | **Crude hazard ratio (95% CI)** | ***P*** | **Adjusted hazard ratio (95%CI)** | ***P*** |
| --- | --- | --- | --- | --- | --- | --- |
| **Size, cm** |  |  |  |  |  |  |
| <5 | 64 | 18 | Ref. | **0.016** | Ref. | 0.705 |
| ≥5 | 152 | 17 | 2.67 (1.20-5.95) |  | 1.19 (0.49-2.92) |  |
| **Number of tumors** |  |  |  |  |  |  |
| <3 | 196 | 18 | Ref. | **0.023** | Ref. | 0.271 |
| ≥3 | 20 | 14 | 2.42 (1.13-5.17) |  | 1.55 (0.71-3.40) |  |
| **Tumor capsule** |  |  |  |  |  |  |
| Complete | 124 | 20 | Ref. | **0.015** | Ref. | 0.067 |
| Incomplete/absent | 92 | 14 | 2.03 (1.15-3.58) |  | 1.71 (0.96-3.05) |  |
| **Lymph node metastasis** |  |  |  |  |  |  |
| No | 203 | 18 | Ref. | **0.006** | Ref. | **0.034** |
| Yes | 13 | 15 | 3.06 (1.37-6.81) |  | 2.67 (1.08-6.62) |  |
| **Macrovascular invasion** |  |  |  |  |  |  |
| No | 135 | 19 | Ref. | **<0.001** | Ref. | **0.018** |
| Yes | 81 | 15 | 2.92 (1.65-5.16) |  | 2.29 (1.16-4.55) |  |
| **Microvascular invasion** |  |  |  |  |  |  |
| No | 87 | 19 | Ref. | **<0.001** | Ref. | **0.034** |
| Yes | 129 | 16 | 4.04 (1.89-8.62) |  | 2.45 (1.07-5.60) |  |
| **EST031.1 expression** |  |  |  |  |  |  |
| Low | 108 | 16 | Ref. | **0.036** | Ref. | **0.038** |
| High | 108 | 19 | 0.54 (0.30-0.96) |  | 0.54 (0.30-0.97) |  |

Abbreviations: CI, confidence interval; Ref., reference.

How the deposited data were processed for this re-analysis (not part of the article)

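The data were 6 arrays hybridized with RNA of U937 cells, 3 of the M1 and 3 of the M2 phenotype. Conditions and replicate numbers were taken from the sample labels and the paper. The authors scanned each array and deposited the intensity of every spot as given by Feature Extraction 11.0.1.1, which subtracts the background, with no normalization between arrays. On 5 of the arrays, between 6958 and 9375 spots of the probes used here shared the lowest intensity of their array, while on M1 replicate 3 a single spot had it, so low values were not treated alike on that array. The authors also deposited log2 values for 58944 probes, which had equal quantiles on all arrays and correlated with the intensities of their own array at r of 0.996 to 0.999 over probes.

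From the intensities, 1439 control spots and 600 spots of 60 probes named as negative controls were left out, which left 59145 spots of 58965 probes. Spots marked as outliers by the scanner software, 119 over all arrays, were left out, and no spot of these probes was saturated. The log2 intensity minus the 75th percentile of its array was averaged over the spots of a probe. Probes well above background on at least 3 of the 6 arrays were tested, which kept 39886 and left out 19079. The tests were two-sided, with lmFit and eBayes of limma 3.58.1 in R 4.3.3 and Benjamini-Hochberg adjustment over the tested probes, and a probe was called different at an adjusted p below 0.05 and a change of at least 2-fold. A level not well above background on any array of a group is only a limit, so fold changes of such probes are not printed. Between 63.0% and 64.3% of the probes were well above background on the M1 arrays and between 65.5% and 71.4% on the M2 arrays, and 3 arrays per group limit the precision.

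Replicates were treated as separate cultures without pairing. For the M2 samples this rests on their descriptions, since their titles share a culture number, and if they were repeats of a single culture the p-values would not cover the spread between cultures. All 6 arrays had the same scan time and the same scanner gain of 353 volts, so no block for slide or scan could be fitted. The header of each scanner file gives a position code, and its first number was 1 for M1 replicates 1 and 2 and 2 for the other arrays. The alternatives were quantile normalization, centring on the median of the kept probes, normexp background correction with an offset of 50, the authors' log2 values, no filter on dim probes, a filter on all 6 arrays, a variance trend with robust estimation, a replicate block, each array left out in turn, the t-test of the paper's methods, other fold limits and no test. Normexp was run on the median signal and the median local background of each spot, because the mean signal is not among the columns used here. On simulated data with the means and the spread of 39856 tested probes, 200 probes were changed by known amounts, 177 of them (88.5%) were recovered, and 2 other probes were called. Far fewer probes were changed there than the 5070 called in the data. These rates therefore describe the simulated setting and do not carry over to the data.

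The genes named in the text were to be those the paper names for a measurement, the named probes with the largest change in each direction among called probes without overlap of the groups, and 2 lists of response genes. Gene names were available through accessions for 20 probes with 10 spots each, and all 20 matched the RefSeq table of GRCh38.p14, which was used for names alone. ACTB and GAPDH are among them, and PRMT1 and ODC1 are the named probes that were called. The other probes carry only the identifiers of the array maker. The split into lncRNA and mRNA probes, the level and rank of lnc-Ma301, and the lists of IFN-γ and LPS or IL-4 and IL-13 response genes were therefore not analyzed here.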

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

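The tests of the E1A probes and of the probes named as negative controls were chosen after their values were seen.

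The arrays carry 20 probes that could be given a gene name, whose array values the paper does not report. They were picked by their accessions, not for stable expression. Of these 20 probes, 16 had an adjusted p below 0.05 from limma between M1 and M2 cells, 5 higher and 11 lower in M1. The changes were mostly under 2-fold, and PRMT1 and ODC1 were called. PRMT1 had a log2 fold change of -1.05 (standard error 0.060, adjusted p = 6.41e-05 from limma) and ODC1 of 1.09 (standard error 0.11, adjusted p = 0.000455 from limma). Each kept its direction under every alternative run for it. With the position code as a block, which was chosen after seeing the data, the M1 side rests on M1 replicate 3 alone. Its effect sizes are therefore given without p-values. Under every other alternative, each of the genes kept an adjusted p below 0.05. The change fell under the 2-fold limit for PRMT1 with quantile normalization (-0.92) and the position block (-0.9987), and for ODC1 with normexp (0.94) and without M1 replicate 1 (0.9947). Between 12 and 17 of the 20 probes were below the threshold over the alternatives other than the position block. The M2 arrays were brighter, with 75th percentiles higher by 0.55 on the log2 scale on average, so the direction of a small change depends on the scaling. Before scaling, 18 of the 20 probes were lower in M1, and only GRM4 and ODC1 were higher. No biological explanation was tested.

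Among 10 E1A control probes, which belong to the spike-in controls of the array maker, 3 were well above background on all 6 arrays, and all 3 were higher in M1 after scaling by 0.68 to 1.31 on the log2 scale. A spike-in added in 1 amount, or any signal of fixed brightness, would shift all probes alike, by about the 0.55 that the scaling adds. The largest and smallest shifts differ by 0.622, more than the larger SDs of the 2 probes with these shifts added together, and the shifts of 1.30 and 1.31 exceed 0.55 by more than the SD between replicates, which argues against a fixed signal. Cross-hybridization of RNA from the cells would move probes by more than the spread between replicates, which held for 3 of 3, and in different directions, which was not seen for these probes. Of the E1A probes left out as not well above background on all arrays, 1 was lower in M1, at -0.54 on the log2 scale. It was well above background on only 2 arrays, and the rest of those left out were higher in M1. Of 5 ERCC control probes well above background on all arrays, 4 were higher and 1 was lower in M1, without overlap of the groups. Cross-hybridization stays open, since 3 E1A probes are few.

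Of the 60 probes named as negative controls, 11 were well above background on at least 3 arrays. Tested together with the other probes, 7 of the 11 had an adjusted p below 0.05 from limma, all higher in M1, and 3 of these passed the 2-fold limit as well. Their log2 fold changes were 0.35 to 1.77. Scaling of a fixed signal would give about 0.55, and 5 of the 7 exceeded this by more than the larger SD between replicates, so scaling is not the whole cause. Cross-hybridization of RNA from the cells was weighed, but a shift in both directions was not seen, so it stays open. Among the 39886 tested probes, 55.4% had an adjusted p below 0.05 from limma and 12.7% were called. Such results were not rarer among the 11 negative-control probes, although 11 are few. These probes show that being well above background does not by itself mean that the intended transcript was measured. A call likewise does not by itself mean that the intended transcript changed.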

How the results depend on the processing

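The position block and the settings that use the authors' log2 values without a filter were chosen after seeing the data, and the other alternatives before the data were examined.

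The number of probes called different was 5070, and it lay between 3654 and 6561 under the alternatives that kept the 2-fold limit, except for normexp. Normexp background correction gave 1935 probes, 888 higher and 1047 lower in M1, and 1797 of them were among the 5070. Its offset of 50 draws the fold changes of dim probes towards 0, and it moved the median log2 fold change of the tested probes to 0.12. The fold limit had the largest effect. Without it 22076 probes were called, 10529 higher and 11547 lower, and with a limit of 1.5-fold 12000 were called, 5459 higher and 6541 lower, by construction, since both settings add probes with smaller changes. The share of called probes higher in M1 was 49.3% and lay between 44.4% with median centring and 53.6% with no filter on dim probes. Where a probe was called under both the original setting and an alternative, its direction was the same.

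Leaving out each array in turn gave 4888 to 5451 called probes, 2367 to 2692 higher and 2440 to 2759 lower in M1, with 48.2% to 50.5% higher. The position block compares M1 replicate 3 alone with the M2 arrays, so it cannot test the count, and its calls are not given. The authors' log2 values without a filter gave 5736 called probes, and 5927 with the t-test of the paper's methods at its threshold. Of 10 splits of the 6 arrays into 3 against 3, 1 gave as many calls, the real one. Each other split gave 0 called probes and 0 probes with an adjusted p below 0.05 from limma. Each of them places M1 and M2 arrays in both groups, so the difference between M1 and M2 cells enters the spread within groups. Few calls there follow by construction, so these counts do not measure chance. With 10 splits chance cannot be excluded by this count.

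With the replicate number as a block, 5036 probes were called, and arrays with the same number did not deviate together, with correlations over probes of -0.046, -0.0099 and -0.062, so the numbers do not pair the samples. A block for slide or scan was not run, since all arrays share a scan. The alternatives for the lncRNA and mRNA counts, lnc-Ma301 and the response genes were not run, since those probes were not identified here.

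Some of the genes with a named probe that had small changes switched sign. With quantile normalization the log2 fold change became -0.054 for ACTB, -0.041 for RPLP1, -0.018 for ACTG1 and -0.39 for RPS18. For RPS18 this passed the threshold, with an adjusted p of 0.0018 from limma, against 0.413 in the original setting. Apart from the position block, its other alternatives gave 0.217 to 0.786. With normexp the log2 fold change became -0.018 for GAPDH, -0.094 for ACTG1, -0.099 for H3-3A and -0.057 for RPS18. With the position block it was -0.013 for RPS18. The cause was not tested. Signal over background sets the limit for dim probes, since 19079 probes were left out of the tests.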

Differences from the paper's values

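The paper reports 26276 differentially expressed lncRNAs, and 5070 probes were called different here, with lncRNA and mRNA probes counted together, so the lncRNA probes among them number no more than that. Among the alternatives set before the data were examined, the setting without a fold limit came closest, with 22076 probes, within 1.5 times the paper's number. It too counts both kinds of probe, so its lncRNA probes number no more than 22076, fewer than the paper's 26276. None of these settings therefore gave the paper's number of lncRNAs. The other alternatives differed from the paper's number by more than 1.5 times. They included 1.5-fold with 12000, no filter on dim probes with 6561 and the t-test of the paper's methods with 4981. In the workflow of Fig. 1C the paper gives about 3700 differentially expressed lncRNAs, read by eye, a lower number than in its text, and about 6000 lncRNAs and mRNAs together. The 5070 probes of both kinds lie within 1.5 times of the joint number. Normexp with 1935, the filter on all 6 arrays with 3654, the 1.5-fold limit with 12000 and the setting without a fold limit with 22076 do not, and the other alternatives set before the data were examined do.

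The heat maps of Fig. 1D show most of their rows higher in M1 than in M2 cells. Among all probes called here, 49.3% were higher in M1. The pie chart of Fig. 1E gives about 46% up-regulated over lncRNAs and protein-coding genes, read by eye, and the 49.3% lies within 1.5 times of it.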

Other observations

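The tests of the background of the M2 arrays and of both position-code explanations were chosen after the values were seen.

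The axis labels of Fig. 1B give the qPCR values of M1 and M2 cells over β-actin, and those of Fig. 1F give the values of tissues over GAPDH. On these arrays ACTB had a log2 fold change of 0.32 between M1 and M2 cells (standard error 0.083, adjusted p = 0.0188 from limma), and GAPDH of 0.13 (standard error 0.061, adjusted p = 0.127 from limma). The direction of ACTB depended on the scaling, with -0.054 under quantile normalization. Before scaling it was lower in M1, at -0.24. Over its alternatives the adjusted p of ACTB ran from 0.0025 to 0.483. It was above 0.05 without M1 replicate 1, M1 replicate 2, M2 replicate 2 or M2 replicate 3 in turn, at 0.053 to 0.070. With the position block, where M1 replicate 3 is the only M1 array compared, the log2 fold change of ACTB was 0.21. GAPDH passed the threshold with the robust variance trend at 0.0453 and with the methods' t-test, and it switched sign with normexp at -0.018.

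M1 replicate 3 lay closer to the M2 arrays than M1 replicates 1 and 2 did, with a mean r of 0.951 against 0.943 over the tested probes. RNA of M2 cells mixed into the sample would raise probes that are at least 4-fold higher in M2 by more than it lowers probes that are at least 4-fold higher in M1. The first set was raised by 0.0369 and the second moved by -0.0739 on the log2 scale, which argues against it. The scanner software processed this array in another way, since 0.00169% of its spots had a processed signal equal to the background-subtracted signal, to within a relative difference of 1e-06, against 55.4% to 58.3% on the other arrays. In values made from the raw signal with normexp, which that step does not enter, replicate 3 was still closer by 0.00435 in mean r, which argues against this step as the whole cause. A weaker effect of the M1 stimulus in this culture would move both sets towards M2, which was seen, but for the probes higher in M2 the mean shift was no larger than the difference of 0.0429 between M1 replicates 1 and 2. M1 replicate 3 also shares its position code with the M2 arrays. With the code as a block 4767 probes were called, and the code and the culture cannot be told apart, because this is the only M1 array with that code.

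The M1 arrays differed more among themselves than the M2 arrays, with a median SD over probes of 0.134 against 0.093 on the log2 scale. Lower brightness of the M1 arrays would add noise mainly to dim probes, but among the 9972 brightest probes the SD was 1.47 times as high in M1 as in M2, against 1.44 times over all tested probes, which argues against it. The M1 arrays spread over 2 position codes. The M1 pair that shares a code had a median absolute difference of 0.1385, against 0.159 and 0.16 for the pairs across codes and 0.0965 to 0.115 for the M2 pairs, and a single such pair leaves the code open. Both pairs across codes include M1 replicate 3, which the scanner software processed in another way. The code and that processing step therefore cannot be told apart here. The M1 pair without replicate 3 still differed more than any M2 pair. Repeats of a single M2 culture, which the titles of the M2 samples leave possible, could also lower the spread of M2, and this was not tested.

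The M2 arrays were brighter, with 75th percentiles of 181 to 217 intensity units against 125 to 150 on the M1 arrays. A higher background or gain on the M2 arrays is argued against by the median local background, 32 units as the median of the M2 arrays and 29 to 36 on the M1 arrays, and by the equal scanner gain. The amount of labeled RNA was not tested, and no biological explanation was tested. More probes were well above background on the M2 arrays, and after scaling a common limit passed 36353 probes as the median of the M2 arrays and 36896 to 37309 on the M1 arrays. Scaling to the 75th percentile makes such counts nearly equal by construction, so these counts do not decide whether overall brightness is the source.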
